A study of Homo sapiens with 8 samples. Its data were reported in "AML1/ETO Oncoprotein Is Directed to AML1 Binding Regions and Co-Localizes with AML1 and HEB on Its Targets" (2008).

How the data were processed

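Chromatin from U937 cells, an established human myelomonocytic line, was immunoprecipitated with an anti-HA antibody and hybridised to NimbleGen promoter arrays. U937-AE cells carried HA-tagged AML1/ETO, the fusion oncoprotein of an acute myeloid leukaemia subtype, under a zinc-inducible metallothionein promoter. U937-Mt cells carried the empty vector. Per the paper, U937-AE is a clone and U937-Mt a bulk transfected population. An effect of the clone therefore cannot be told apart from that of AML1/ETO in any comparison of the lines. Both lines received 100 µM zinc sulfate for 8 h. Each array was hybridised with immunoprecipitated DNA in Cy5 and total input DNA in Cy3, with no exchange of dyes. The promoter set consisted of 2 designs holding different probes. Array 1 covered the promoters of chromosomes 1 to 10 and array 2 those of the remaining chromosomes, besides a few contiguous tiles, so 1 array set stood for 1 replicate. The 8 arrays made 4 array sets, with 2 biological replicates per cell line. Groups were taken from the sample labels.

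The probe intensity values were extracted from the scans with NimbleScan 2.2.14 per the file headers, and were deposited without normalisation between channels. The authors also deposited a value table of log2 ChIP over input ratios, whose centring is not given in the sources used here. Compared with ratios recomputed from the intensities, the table ran in the same direction, on the log2 scale, with a constant subtracted from each array. Its columns had medians between 0.01 and 0.03. On 6 of the 8 arrays, between 0.171% and 0.536% of the probes lay apart from the recomputed ratios by more than 0.011, in 9 contiguous stretches. The table served only as an alternative. Between array sets, at most 0.0322% of the spots of a channel had identical intensities, so no array had been deposited as a copy of another.

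The log2 ratio of ChIP over input intensity was computed for each of 749009 promoter probes in 27296 tiled regions, and each array was centred on its median. Neither background subtraction nor loess was applied, because a ChIP array can shift in 1 direction. Random-sequence control probes were left out. The median promoter probe was 1.73 to 2.66 times as bright as the median random probe in the ChIP channel and 1.66 to 2.13 times in the input channel. At most 0.0343% of probes were saturated on any array. The SD of the log2 ratio ranged from 0.50 to 0.73. The number of arrays limits the precision of every comparison.

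Peaks were called per array after the methods of the study. Probes above the 90th percentile were counted in a window of 1000 bp centred on every probe, and the count was set against its expectation by a chi-square test at p under 0.01. A peak was a run of at least 3 such probes with gaps of at most 250 bp that held at least 3 probes above the percentile. A maximum gap of 100 bp lies below the median probe spacing of 110 bp, and 250 bp was used in its place. Peaks of both replicates of a line were paired where they overlapped by at least 20% of the shorter peak, merged, and dropped where a peak of either replicate of the other line overlapped likewise. These are called AE-specific and Mt-specific peaks. The same procedure was applied to the 4 mixed pairs, each made of 1 U937-AE and 1 U937-Mt array set, and to ratios of reversed sign (depletion peaks).

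The lines were compared with limma 3.58.1 in R 4.3.3 on the mean log2 ratio of 98379 bins of 1000 bp with at least 4 probes. The test was two-sided with Benjamini-Hochberg adjustment at 0.05 and no block. The share of tiled regions with an AE-specific peak was compared between each chromosome and all others with a two-sided Fisher's exact test, adjusted over 23 chromosomes. Only the autosomes and X were tested. Each chromosome was thereby compared with chromosomes of both arrays, which had separate percentiles, and the array was not adjusted for. Neighbouring regions are not fully independent. Peak values were described without a test, since the peaks were selected on the same arrays. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

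Groups, main tests, the rule for named peaks and the alternatives were fixed before the data were examined, except those named as chosen afterwards. Named are the 10 AE-specific peaks with the highest score, the lower U937-AE value minus the higher U937-Mt value, and the 3 Mt-specific peaks chosen likewise. The HOXA and MYC tiles were singled out afterwards. All coordinates are hg17, as the probe names give them. Gene names, transcription start sites and sequence motifs need an annotation of that build and were not analysed here, and neither were the gene lists fixed beforehand. Alternatives covered the percentile, window, p threshold, window test, gap, overlap, control filter, source and correction of the ratios, dim probes, bin size, scaling, the replicate number as a block, and each replicate left out in turn.

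The peak calling and the limma fit were tested on simulated arrays with the spread and neighbour correlation of the U937-Mt arrays. Changed regions were drawn from tiled regions above a minimum length and probe number, so the shares found do not cover short or sparse regions. A peak was added to the U937-AE replicates in the middle of the changed regions, whatever the probe coverage at that point. Its height was full near the centre and fell off with distance. Of 200 regions raised by 1 log2 unit at the centre, the peak calling found 32.5% and limma 4% at the adjusted threshold. Of 200 raised by 2 log2 units, they found 68.5% and 59%. These shares prompted a split by coverage, chosen after they were seen. With 5 or more probes within 500 bp of the centre, the peak calling found 46.2% of 132 regions at 1 unit and 87.2% of 133 at 2 units. With under 5 probes, it found 5.88% of 68 and 31.3% of 67. Outside the changed regions 71 AE-specific peaks were called, and 76 Mt-specific peaks were called although none had been added. Of 134 bins called by limma, 7 lay outside changed regions. The simulated noise was independent between array sets, whereas real array sets of different lines correlated with r of 0.105 to 0.172 across probes. The simulation therefore gives no estimate of background peaks that recur, and the real arrays gave 665 Mt-specific peaks. Its noise also had the same spread at every probe of an array, so the shares found by limma may not hold for the real bins.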

Results

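Anti-HA ChIP-chip profiles were obtained from U937-AE cells, which express HA-tagged AML1/ETO, and from empty-vector U937-Mt cells, with 2 biological replicates per line. Each replicate was hybridised to 1 promoter array set, with 749009 promoter probes in 27296 tiled regions. The median tiled region held 25 probes over 4678 bp on array 1 and 26 probes over 4713 bp on array 2. U937-Mt cells lack the tagged protein, so their profiles give the background of the antibody and the procedure.

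The first comparison addressed where AML1/ETO occupied promoters. U937-AE cells held 3219 regions with a peak in both replicates and in neither U937-Mt replicate. The reverse selection gave 665 Mt-specific peaks. AE-specific peaks lay in 2932 tiled regions, 10.7% of those on the arrays, and 260 tiled regions held several. Mt-specific peaks lay in 658 tiled regions, or 2.41%.

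At AE-specific peaks, the median log2 ratio of ChIP over input was 1.13 and 1.10 in the U937-AE replicates, and -0.03 and -0.01 in the U937-Mt replicates. The median difference between lines was 1.16 on the log2 scale, a 2.23-fold higher ratio in U937-AE. The 10th and 90th percentiles of the difference were 0.73 and 1.82. In 3209 of the 3219 peaks, both U937-AE values exceeded both U937-Mt values, a separation that the selection itself favours. The median AE-specific peak spanned 913 bp. At Mt-specific peaks the median difference was smaller, at -0.71. The lines differed by over 2 log2 units at 210 AE-specific and 5 Mt-specific peaks.

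The array sets gave similar numbers of peaks before any comparison, 7305 and 7315 in U937-AE and 6080 and 6785 in U937-Mt. The 90th percentile was taken on each array by itself, so the same share of probes passed on every array. That rule favours similar numbers whatever the enrichment. The lines differed in how often a peak recurred. In U937-AE, 4043 peaks were shared by both replicates, which took up 55.9% and 55.6% of the peaks of each. In U937-Mt, 859 were shared, or 14.1% and 12.7%. Of the shared U937-AE peaks, 824 (20.4%) were dropped because U937-Mt also had a peak. Peaks longer than 1500 bp numbered 474 and 645 in the U937-AE replicates and 66 and 110 in the U937-Mt replicates.

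Pairs made of 1 array set from each line gave 745 to 850 shared peaks and 288 to 325 specific ones. AE-specific peaks were 4.84 times as many as Mt-specific peaks and 9.90 times as many as the highest mixed pair. The filter of a mixed pair includes the other U937-AE replicate and drops a larger share of its peaks, which raises the ratio of 9.90. Before the filter, 4043 peaks were shared by the U937-AE pair and at most 850 by a mixed pair. With the ratios reversed in sign, the selection gave 524 peaks for U937-AE, 392 for U937-Mt and 427 to 542 for mixed pairs. The counts depend on requiring a peak in both replicates. With U937-AE replicate 1 left out, 5853 AE-specific peaks stood against 735 Mt-specific ones, and with replicate 2 left out, 5848 against 718. With U937-Mt replicate 1 or replicate 2 left out the order turned round, to 3547 AE-specific against 5511 Mt-specific peaks or 3620 against 4939, where a single U937-Mt replicate was set against a pair of U937-AE replicates.

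**Figure D1:**
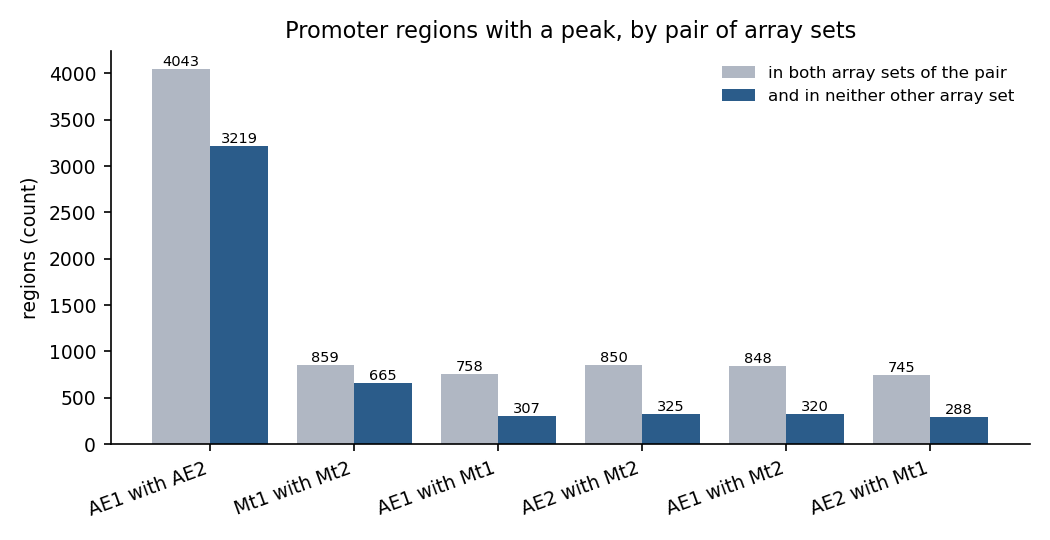
Number of regions (vertical axis, count) with a peak in both array sets of each pair (grey), and of those with a peak in neither other array set (blue). AE and Mt are the cell lines and 1 and 2 the replicates. The U937-AE pair reached 4043 shared and 3219 specific regions, and every other pair stayed at or below 859 and 665.

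Across probes, the U937-AE replicates correlated with a mean Pearson r of 0.495 over the 2 designs. The U937-Mt replicates correlated with r = 0.176, and array sets of different lines with 0.105 to 0.172. Over 1000 bp bins the U937-AE value was 0.616 and the U937-Mt value 0.152, within the range of 0.121 to 0.190 between lines. Probes and bins are not independent replicates, and these values describe the arrays without a test.

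The AE-specific peaks with the highest scores lay on 9 chromosomes and showed differences of 3.25 to 4.73 log2 units. The first, at chr7:76602138-76602468, had a log2 ratio of 4.09 ± 0.13 (SD, n = 2) in U937-AE and -0.63 ± 0.44 in U937-Mt. The second, at chr11:2876671-2876960, had 4.02 ± 0.27 and -0.13 ± 0.59. The peak at chr19:7676492-7676932 had 3.66 ± 0.32 and -0.03 ± 0.38. The peak at chr9:35718317-35718647 had 2.66 ± 0.21 and -1.01 ± 0.03. The others were chr3:58496949-58497244, chr5:143171794-143172468, chr13:98179527-98180068, chr18:75188293-75189414, chr3:122110426-122110656 and chr1:169905994-169906931. These 10 peaks were covered by 3 to 10 probes. Their limma bins had adjusted p between 0.0664 and 0.0671, above the threshold.

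Mt-specific peaks with the highest scores were weaker. The peak at chr2:1719927-1721027 had a log2 ratio of 1.12 ± 0.15 (SD, n = 2) in U937-Mt and -1.31 ± 0.43 in U937-AE. The peaks at chr4:15335660-15336113 and chr4:24265684-24265904 differed between the lines by -2.04 and -2.19 log2 units.

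The second comparison tested the difference between the lines against the replicate spread. Nominal differences leaned towards U937-AE. At an unadjusted p under 0.05, limma gave 8941 bins higher and 3500 bins lower in U937-AE, where chance would give about 2459 each way. Of 5639 bins under an AE-specific peak, 73.1% had an unadjusted p under 0.05, a share that the selection of the peaks on the same arrays favours. After adjustment limma called 0 of 98379 bins in either direction, and the lowest adjusted p was 0.0664. The median SE was 0.21 log2 units per bin.

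The call depended on the unit tested. With the mean over each whole tiled region, limma called 1058 regions higher and 46 lower in U937-AE. An AE-specific peak lay in 844 (79.8%) of the higher regions and in 0 of the lower ones. This overlap is no independent evidence, since the peaks were selected on the same arrays. The median difference of the higher regions was 0.84. Of the 10 AE-specific peaks named above, 7 lay in a region called higher. With the lowess trend on brightness removed, 110 bins were called higher.

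The third comparison asked whether AE-specific peaks were spread evenly over the tiled promoters. Over all autosomes and X, 10.8% of tiled regions held one. The share was above that of the other chromosomes on chromosome 17 (14.3%, odds ratio 1.41, Fisher's exact adjusted p = 0.000393), chromosome 6 (14.1%, odds ratio 1.38, adjusted p = 0.000854) and chromosome 15 (14.2%, odds ratio 1.38, adjusted p = 0.00581). It was below them on chromosome 10 (7.19%, odds ratio 0.629, Fisher's exact adjusted p = 0.000418), chromosome X (7.29%, odds ratio 0.641, adjusted p = 0.000854) and chromosome 9 (8.51%, odds ratio 0.760, adjusted p = 0.0349). Mt-specific peaks were also fewer on chromosome X, in 0.899% of its tiled regions (odds ratio 0.356, Fisher's exact adjusted p = 0.0114), the 1 chromosome that passed for them. For AE-specific peaks, the remaining 17 of 23 chromosomes did not pass the threshold. Chromosome 19 held 172 AE-specific and 25 Mt-specific peaks. Without U937-AE replicate 2, chromosomes 9 and X no longer passed (adjusted p = 0.0623 and 0.111 by Fisher's exact test), and chromosome 9 did not pass with the 95th percentile either (0.0638). Without U937-AE replicate 1, 10 chromosomes passed.

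**Figure D2:**
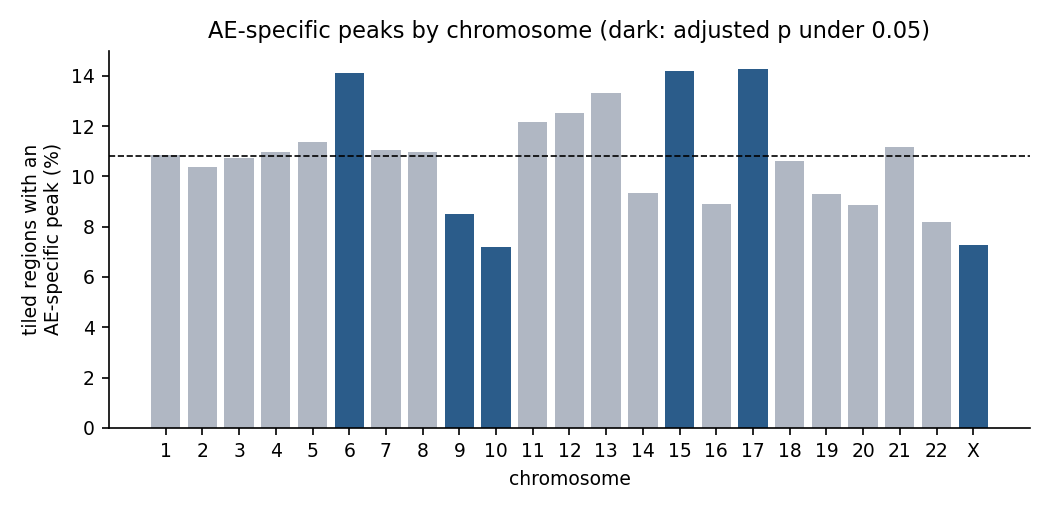
Share of tiled regions with an AE-specific peak (vertical axis, percent) on each autosome and X. The dashed line marks 10.8%, the share over all of them, and dark bars mark the 6 chromosomes with an adjusted p under 0.05 by Fisher's exact test.

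AE-specific peaks lay away from the middle of the tiled region. In 16382 regions of 4000 to 5200 bp, 53.4% of 1700 AE-specific peak centres fell between 10% and 30% of the length from either end, which is 40% of the length. The probes placed 40.1% there and Mt-specific peaks 45.2%. The middle 20% of the length held 9.41% of AE-specific centres, 18.8% of Mt-specific centres and 16.2% of probes. The outermost 10% at each end also held fewer AE-specific centres than probes, 10.9% and 10.7% against 13.4% and 13.4%. The strand and start site of each region were not analysed here, so the ends were not told apart, and the shares were not tested.

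**Figure D3:**
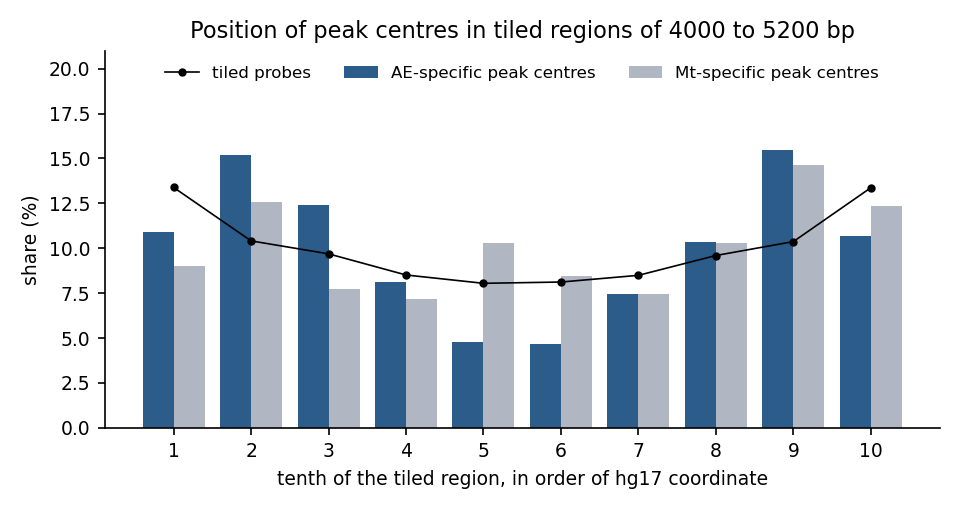
Share of peak centres (vertical axis, percent) in 10 equal parts of the tiled region, in order of coordinate, for AE-specific peaks (blue), Mt-specific peaks (grey) and probes (line). AE-specific shares were highest in parts 2 and 9, at 15.2% and 15.5%, and lowest in parts 5 and 6, at 4.76% and 4.65%.

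A pair of contiguous tiles allowed the profiles to be followed outside single promoters. The tile over the HOXA cluster, homeobox genes of patterning and of blood progenitors, held 6 AE-specific and 4 Mt-specific peaks. From first start to last end, the 6 AE-specific peaks spanned chr7:26908193-27014853. Probes were denser over much of that span than over the ends of the tile, and the position of the peaks was not tested against coverage. These peaks had U937-AE log2 ratios of 0.77 to 1.32 and U937-Mt ratios of -0.31 to 0.15. The strongest, at chr7:27013203-27014853, had 1.32 ± 0.29 (SD, n = 2) in U937-AE and -0.31 ± 0.05 in U937-Mt. The tile around MYC, a transcription factor of cell growth, held 6 AE-specific and 4 Mt-specific peaks. Among the AE-specific peaks of this tile, the highest ratio in U937-AE was 1.63 ± 0.28 (SD, n = 2) at chr8:129013116-129013446, over 4 probes. U937-Mt had -0.15 ± 0.25 there. Mixed pairs gave 0 to 3 specific peaks in the HOXA tile and 0 to 4 in the MYC tile, and the differences in number were not tested. With the 95th percentile, the HOXA tile held 3 AE-specific peaks, and with the 80th the MYC tile held 10.

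**Figure D4:**
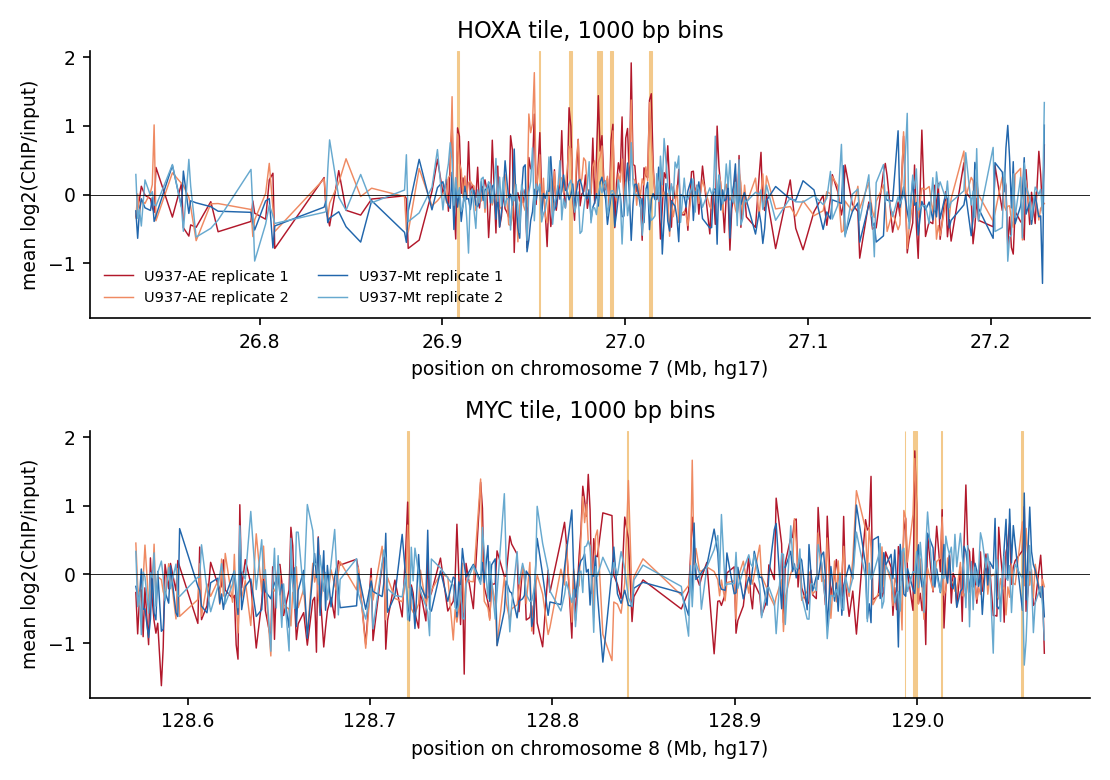
Mean log2 ratio of ChIP over input in 1000 bp bins (vertical axis) along the HOXA and MYC tiles (horizontal axis, position in Mb, hg17) for each replicate of both lines. Orange bands mark the 6 AE-specific peaks of each tile.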

Values the study reported

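The study reported 2,726 AML1/ETO peaks on the promoter arrays, in the promoters of 2,513 genes. On chromosome 19 it reported 148 promoter-array peaks, of which 130 were found again with a separate tiling array. On that tiling array, peaks were required with both anti-HA and anti-ETO antibodies. Binding was seen by quantitative ChIP at 22 of 22 regions in U937 cells, with either antibody. In SKNO-1 cells it was seen at 17 of 22, with anti-ETO. The arrays were stated to explore 24,434 annotated genes, from 4 kb before to 1 kb after each transcription start site.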

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

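The settings that subtracted the median of neighbouring spots and that left out regions with a shared U937-AE peak were chosen after seeing the data. The excess of AE-specific over Mt-specific peaks kept its direction in 15 alternatives that used all 4 array sets, with a ratio of 4.45 to 7.92. With a looser control filter or none, 100% of the AE-specific peaks were found again, which follows from using the same calls. In the others, 61.1% to 98.9% were found again. The 15 alternatives leave out the setting without regions that held a shared U937-AE peak. That setting removes AE-specific peaks by construction and gave 923 against 542. With a maximum gap of 100 bp, AE-specific and Mt-specific peaks numbered 0 and 0, because the probe spacing of 110 bp exceeds that gap. Mt-specific peaks numbered 298 with the 95th percentile, and 327 both with |log10 p| over 3 and with an exact binomial p, which set nearly the same thresholds. Leaving out 1 replicate gave 3547 to 5853 AE-specific and 718 to 5511 Mt-specific peaks, since 1 replicate then stood for its line. Without U937-Mt replicate 1 or replicate 2 the excess turned round, with 3547 AE-specific against 5511 Mt-specific peaks or 3620 against 4939. The median difference at AE-specific peaks was 1.15 to 1.19. It was taken over the same peaks each time, selected on all 4 array sets, which limits how far it could move. Without U937-Mt replicate 2 it was 1.19 against 1.16, a shift just beyond the replicate spread of 0.03. Between 5 and 10 chromosomes passed. With whole tiled regions, limma called 1058 higher and 46 lower, and with the lowess trend removed 110 bins higher; the cause was not tested. In every other alternative limma called 0 bins, with 7134 to 10864 higher and 1932 to 4866 lower at an unadjusted p under 0.05. The replicate block also gave 0 in either direction by limma, with 8740 higher and 3589 lower at an unadjusted p under 0.05. Deviations of same-numbered array sets correlated with r = 0.0331, so the numbers did not pair the samples. Of 78 values of the named peaks, 77 stayed within the replicate spread, 1 moved and 0 reversed. With 1 replicate left out, neither a move nor a reversal was possible. With n = 2 the shift is below the replicate spread, and the peaks were chosen for values apart between the lines. Only values scaled by the spread of each array were a check. Apart from a constant per array, the deposited value table held the recomputed ratios except in the departing stretches. It also lacked some promoter probes, and could test little beyond these points. The 1 that moved came from that table. Of 36 chromosome odds ratios, 3 lost the call and 0 reversed. The gene list alternatives were not run. A probe median no more than 2.66 times that of random probes limits how small an enrichment can be seen.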

Other observations

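The scan of windows, the test of probe and dye effects and the test of probe number per chromosome were chosen after the result was seen. AE-specific peaks were concentrated in 1 of 1810 windows of 1 Mb. At chr3:197000001-198000000, 11 of 20 tiled regions held an AE-specific peak, with a hypergeometric adjusted p of 0.00275. Overlapping and neighbouring tiled regions are not independent, so this p is too small.

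A random pilot region of the ENCODE project, at chr2:51577970-52070162, was tiled by the same 863 probes on both designs. Across these probes the same array set correlated with itself between designs with r of 0.66 to 0.84. Replicates of a line correlated with 0.14 to 0.20, and array sets of different lines with 0.07 to 0.20. No AE-specific peak was called there (0 on either design), against 1 Mt-specific peak on each. In the deposited value table, all 4 array-1 columns departed from the intensities over chr9:136647673-137116185, and r within the stretches of departing probes lay between -0.05 and 0.24.

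AE-specific peaks outnumbered Mt-specific peaks. A trend of the ratio on brightness and brightness shared by neighbouring spots were argued against, since the ratio of the counts was 6.24 and 5.10 with each removed in turn. Probe and dye effects common to all array sets would make different lines correlate as the U937-AE replicates do. Across probes, array sets of different lines correlated with r of 0.105 to 0.172, against a mean of 0.495 for the U937-AE replicates. These correlations argue against such effects. After regression on both U937-Mt replicates, the U937-AE correlation stayed at 0.477 or more. That value follows from the low correlation between lines and is no separate evidence. Occupancy by tagged AML1/ETO remains a hypothesis that these values allow. The study's quantitative ChIP with an anti-ETO antibody was not re-analysed here. U937-AE is a clone and U937-Mt a bulk population, so an effect of the clone cannot be told apart here. Other differences between the 2 cell lines or their preparation were not tested.

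Mt-specific peaks outnumbered the specific peaks of every mixed pair. Shared peaks were close in number, 859 in U937-Mt against 745 to 850 in mixed pairs. The gap arose mainly at the control filter. The filter of a mixed pair includes the other U937-AE replicate, and the U937-AE replicates shared 55.9% and 55.6% of their peaks. A further candidate is that regions with a shared U937-AE peak fill the top 10% of the U937-AE arrays. Shared background would then pass the percentile less often there. With 3593 regions left out of all arrays for a shared U937-AE peak, 542 Mt-specific peaks stood against at most 433 in a mixed pair, a ratio of 1.25. Leaving them out also removes peaks that the other U937-AE replicate would filter. The fall to 1.25 therefore cannot tell the percentile from the filter. With the brightness trend removed, 501 Mt-specific peaks stood against at most 273, a ratio of 1.84, where 665 had stood against at most 325, which argues against that trend as the whole cause and leaves a part open. Binding by an endogenous target of the antibody was not tested.

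Chromosomes differed in their share of regions with an AE-specific peak. The number of probes per region may contribute on chromosome 17, but within 4 equal classes of probe number the 6 called chromosomes kept at least 0.721 of their log odds ratio, which argues against it as the whole cause. An uneven background stays open, since the Mt-specific odds ratio lay on the other side of 1 for only 1 of the 6 chromosomes, and on chromosome X it was 0.356, further from 1 than the AE-specific value of 0.641. Chromosome copy number and gene density were not tested.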
